A study of Mus musculus with 10 samples. Its data were reported in "Pioneer activity distinguishes activating from non‐activating SOX2 binding sites" (2023).

How the data were processed

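TT_chem-seq libraries came from mouse embryonic stem cells with FKBP-tagged SOX2, per the labels in 5 groups of 2 replicates (NT, and 0.5, 1, 2 and 6 hpd with 500 nM dTAG-13). NT cells received DMSO. Per the study's methods, the medium was refreshed before treatment, DMSO and dTAG-13 were given side by side, and depletions were begun at different times and harvested together. Untagged cells given dTAG-13 were not among the 10 libraries analysed here.

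The deposited values are raw fragment counts per TU, without normalization. According to the methods of the study, the authors aligned reads to mm10 with bwa, filtered them on mapping quality with samtools, removed duplicates with Picard and split the alignments by strand. They defined TUs from the pooled data of each strand with a hidden Markov model of 2 states, refined their ends from coverage, associated them with RefSeq genes and counted fragments in each. The positions of TUs, in base pairs on mm10, were also deposited by the authors. In the deposited table, 99.7% of the 40779 TUs held more than 25 fragments over all libraries. Of 13893 symbols found in the RefSeq reference, 6708 had a deposited transcript start 1 bp below the reference start and 178 the same start, so that starts given here are likely to be 1 bp low in a count from 1. Of the 14997 symbols of tested TUs, 14412 were found in the reference as a current symbol or synonym.

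Before the data were examined, the groups, tests, gene lists, rule for naming TUs and alternatives were fixed. TUs with more than 10 fragments in at least 2 libraries were tested, as in the study, which kept 28459 TUs and left out 12320 that held 0.316% of the fragments. Counts were fitted in edgeR 4.0.16 under R 4.3.3 with TMM factors and 1 coefficient per group over all 10 libraries (estimateDisp, glmQLFit), without covariates. Each time point was tested against NT, successive time points and 6 against 1 hpd were tested against each other, and a joint test covered the 4 time points, all with the quasi-likelihood F-test. A TU was called at a Benjamini-Hochberg adjusted p under 0.05. The biological coefficient of variation was 10.0%. The SE of a log2 fold change is its size over the square root of F. CPM were computed with the TMM factors, and log2 CPM with a prior count of 2. Library totals of 11131490 to 25854106 fragments set the precision, and a replicate pair differed by more than counting error, with a chi-square per degree of freedom of 2.69 to 9.08 over TUs of at least 20 fragments, so that no pair was a duplicate of 1 library. Intervals and simulations cover the fitted spread between libraries and not unknown batches.

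Lists were tested with camera in limma 3.58.1 at a correlation between genes of 0.01, adjusted over 16 tests (4 lists and 4 time points). Named TUs were the genes that the study discusses (Sox2, Klf2, Platr11, Suv39h1, Top1, Hmgcs1 and Ctgf), the 3 TUs with a gene symbol and the smallest p in each direction at 0.5, 1 and 6 hpd whose depleted libraries both lay outside the NT range, the member of each list with the smallest p at 1 hpd, and the TUs opposite Suv39h1 and Top1. Opposite-strand pairs used each TU in at most 1 pair, taking the largest overlap first. Their correlations were tested by 100000 permutations of partners, and shares by Fisher's exact test, two-sided (SciPy 1.17.1, Python 3.11.15). TUs are not independent replicates in these tests. The bootstrap interval for the length comparison used 2000 resamples of TUs.

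The procedure was tested on simulated data. Negative binomial counts with the fitted means and dispersions and no effect of time were drawn 20 times, and a further set held 200 changed TUs, with log2 changes of 0.5, 1 or 2, among TUs with a mean of at least 20 fragments. At most 8.87% of the calls in that set were unchanged TUs. None of 320 list tests was called in the unchanged sets. TUs were drawn independently there, so these sets cannot show whether the list tests allow enough for correlation between genes.

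Alternatives were DESeq2 1.42.0 with its own size factors and filtering, RLE factors, total counts only, no count filter, a mean of at least 50 counts, only the libraries compared, the replicate number as a block, fry, camera with an estimated correlation, a pair overlap of at least 50%, TUs called down at 2 hpd for the length comparison, and leaving out each library in turn. Lists of NF-kB targets, amino acid stress genes and heat shock genes were written after the named genes had been seen. No comparison had 3 samples per group, so relabelling of samples was not tested, and no group was large enough for a test of outlying samples.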

Results

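Nascent RNA was measured with TT_chem-seq in mouse embryonic stem cells of the E14 line in which SOX2 carries an FKBP degron, a tag that lets the small molecule dTAG-13 direct the protein to degradation. In TT_chem-seq, newly made RNA is labelled with 4-thiouridine, fragmented, captured and sequenced, so that genic and non-genic transcription are both read. The cells received 500 nM dTAG-13 and were labelled with 2 mM 4-thiouridine for 10 min. The 10 libraries formed 5 groups of 2 replicates: cells given DMSO (not treated, NT) and cells at 0.5, 1, 2 and 6 hours post depletion (hpd). The total per library ranged from 11131490 fragments (0.5 hpd replicate 2) to 25854106 (0.5 hpd replicate 1). NT replicates 1 and 2 held 14420634 and 13053099 fragments, those at 1 hpd 16437033 and 17704268, those at 2 hpd 21726623 and 16809550, and those at 6 hpd 14275938 and 17834332. Fragments were counted by the authors in 40779 transcribed units (TUs), stretches of continuous nascent transcription on 1 strand, which for genes span exons and introns together. Of these, 28459 TUs were tested, 14997 with a gene symbol and 13462 without. The most counted TU, Erdr1, took at most 0.275% of a library, and TUs with a gene symbol held 90.4% to 91.9% of the fragments. Log2 CPM (fragment counts relative to the scaled library size) of replicates correlated at Pearson's r of 0.985 to 0.990 across TUs, which are not independent replicates, and libraries of different groups at 0.959 to 0.990. The first principal component held 40.5% of the variance and placed the group means in the order of time. On this component, and also on components 2 and 3 (11.1%), replicate 1 scored above replicate 2 in each of the 5 groups. No date or batch is given for the libraries, so this split could not be assigned to a known batch.

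To ask how fast transcription responds to loss of SOX2, each time point was compared with NT. At 0.5 hpd, 150 TUs were called up and 224 down, 1.31% of those tested. At 1 hpd the calls were 611 up and 1026 down (5.75%), at 2 hpd 1213 up and 1585 down (9.83%), and at 6 hpd 1880 up and 2618 down (15.8%). Among the calls, changes over 2-fold were mostly decreases, with 35 up and 115 down at 0.5 hpd, 113 and 617 at 1 hpd, 257 and 967 at 2 hpd, and 464 and 1708 at 6 hpd. The fit behind these counts holds no term for the replicate number. With the replicate number as a block, 524 TUs were up and 596 down at 0.5 hpd, and 1441 and 1747 at 1 hpd. With this block, 2713 were up and 2733 down at 2 hpd, and 3394 and 4036 at 6 hpd. In 20 simulated data sets of unchanged groups, drawn and tested without the block, no time point gave more than 4 calls. Simulated changes of 2-fold were recovered in 63.6% to 65.7% of TUs and changes of log2 0.5 in 7.46% to 14.7%, so that this fit missed many small changes. The counts without the block rested on single libraries. Leaving out NT replicate 2 gave 21 up and 63 down at 0.5 hpd, 208 and 453 at 1 hpd, 387 and 796 at 2 hpd, and 764 and 1226 at 6 hpd. Of the calls made without it, 82 of 84, 637 of 661, 1151 of 1183 and 1942 of 1990 were among the calls with all libraries in the same direction. Without NT replicate 1, 64 TUs were up and 131 down at 0.5 hpd and 754 were up at 2 hpd. At 0.5 hpd, 85 up and 85 down were called without its replicate 1, and 30 and 76 without its replicate 2. At 1 hpd, 231 and 423 were called without replicate 1, and 213 and 491 without replicate 2. At 2 hpd, 563 and 866 were called without replicate 1, and 2065 up without replicate 2, which also left 963 up at 1 hpd. At 6 hpd, 1099 and 1360 were called without replicate 1, and 940 and 1457 without replicate 2.

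The share of decreases among the calls was 59.9%, 62.7%, 56.6% and 58.2% at 0.5, 1, 2 and 6 hpd. DESeq2, the tool of the study, called 200 up and 191 down at 0.5 hpd, 696 and 690 at 1 hpd, 1336 and 1056 at 2 hpd, and 1653 and 1719 at 6 hpd, so that decreases were 48.8%, 49.8%, 44.1% and 50.98% of its calls. With edgeR fitted to only the libraries compared, decreases were 58.5%, 41.9%, 61.3% and 49.6% of the calls, and with a mean of at least 50 counts 48.1%, 53.0%, 50.6% and 55.0%. The same TU was called in the same direction by both tools in 317, 1256, 2147 and 3294 cases. Among the 13500 TUs with a mean under 50 counts, edgeR called 63, 377, 621 and 1161 decreases and DESeq2 29, 139, 263 and 587. Of all tested TUs, DESeq2 gave no adjusted p to 7173, 7173, 4966 and 0 at 0.5, 1, 2 and 6 hpd, and could not call these. Among the 14959 TUs with a mean of at least 50 counts, increases and decreases by edgeR numbered 142 and 161, 575 and 649, 1091 and 964, and 1631 and 1457, and those by DESeq2 197 and 162, 680 and 551, 1283 and 793, and 1540 and 1132. The balance also depended on the scaling, because these values are relative and carry no spike-in. With total counts in place of TMM factors, the median log2 fold change of all TUs moved from -0.022 to -0.056 at 0.5 hpd, from -0.043 to -0.13 at 1 hpd, from -0.040 to -0.16 at 2 hpd and from -0.036 to -0.13 at 6 hpd, and decreases made up 65.2%, 72.7%, 71.2% and 68.1% of the calls.

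**Figure D1:**
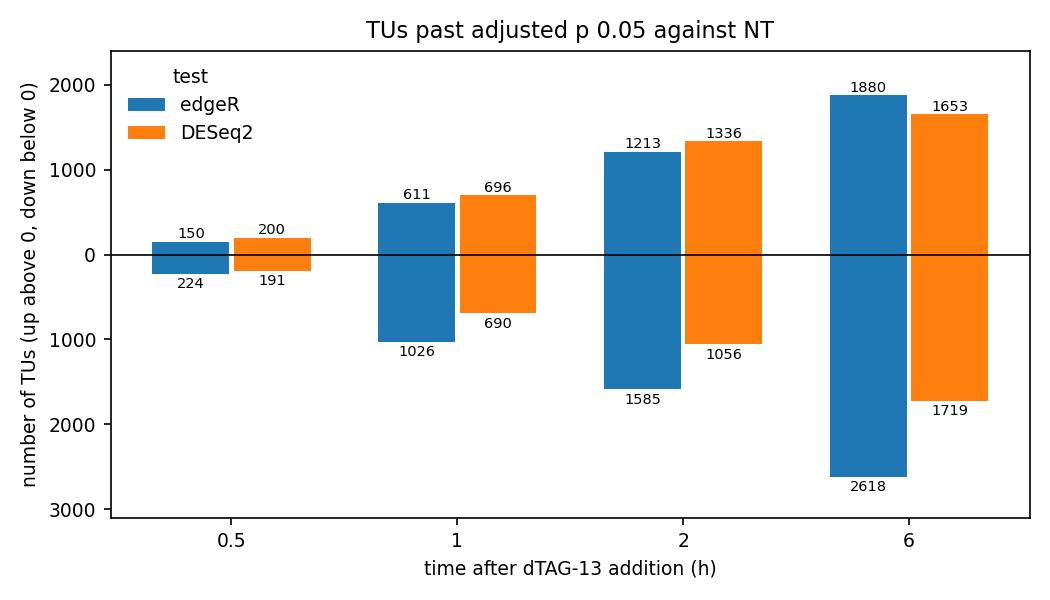
Number of TUs past an adjusted p of 0.05 against NT (cells given DMSO) at 0.5, 1, 2 and 6 h after dTAG-13, with increases above 0 and decreases below 0, for edgeR (blue) and DESeq2 (orange). Calls by edgeR rose from 150 up and 224 down at 0.5 h to 1880 up and 2618 down at 6 h, and decreases outnumbered increases at each time with this edgeR fit but only at 6 h with DESeq2.

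Early changes were compared with late ones to ask whether they persist. Of the 374 TUs called at 0.5 hpd, 354 were called in the same direction at 1 hpd and 291 at 6 hpd. Decreases persisted more often than increases, a difference that was counted and not tested. At 6 hpd, 219 of the 224 TUs down at 0.5 hpd (97.8%) were also called down, against 72 of the 150 TUs up (48.0%) that were called up, and 10 TUs were called in opposite directions. Of the 1637 TUs called at 1 hpd, 1190 were called in the same direction at 6 hpd and 17 in the opposite direction. All of these comparisons share the NT libraries, so some likeness arises without any effect. Across TUs, the Spearman correlation of log2 fold changes was 0.71 between 0.5 and 1 hpd, 0.76 between 1 and 2 hpd and 0.73 between 2 and 6 hpd, against means of 0.49, 0.49 and 0.48 in simulated unchanged groups. Between 0.5 and 6 hpd it was 0.47, within the simulated range of 0.47 to 0.49. No simulated set shared more than 1 call between time points. A test over the 4 time points together found 3514 TUs that changed at any time, and 2215 without NT replicate 2. In total 218 TUs were called down and 65 up at all 4 times.

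Differences between successive time points were tested directly. Between 0.5 and 1 hpd, 31 TUs differed (3 higher and 28 lower at 1 hpd), between 1 and 2 hpd 62 (6 higher and 56 lower), and between 2 and 6 hpd 221 (74 higher and 147 lower). The first of these counts fell to 20 without NT replicate 1 and 20 without NT replicate 2, to 3 without 0.5 hpd replicate 1, to 2 and 3 without 1 hpd replicates 1 and 2, and rose to 63 and 57 without 2 hpd replicates 1 and 2. The second was 11 and 12 without 1 hpd replicates 1 and 2, 25 and 27 without 2 hpd replicates 1 and 2, and 39 without 6 hpd replicate 2. The third was 105 without 2 hpd replicate 2, and 75 and 99 without 6 hpd replicates 1 and 2. DESeq2 found 66, 104 and 294 TUs. Between 1 and 6 hpd, 558 TUs were higher at 6 hpd and 831 lower. Transient increases, defined as a call up at 1 hpd and a call lower at 6 than at 1 hpd, were found in 148 TUs, 126 of them with a gene symbol, and in none of the simulated unchanged sets. Of 33 simulated transient increases of log2 1 or more, 26 were recovered. The count was 39 without 1 hpd replicate 2, 54 without 1 hpd replicate 1, 73 without NT replicate 2, 75 without 6 hpd replicate 2 and 94 without 6 hpd replicate 1. The mirror pattern, a call down at 1 hpd and a call higher at 6 hpd, was found in 25 TUs.

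Genes that the study discusses were then examined (mm10 positions, log2 fold change ± SE from the fit, n = 2 libraries per group, p adjusted over all TUs). The TU of Sox2 (chromosome 3, 34649994 to 34693958, plus strand) runs past the annotated end of the gene at 34652461. No change was detected in it, with log2 fold changes of -0.0076 ± 0.11, -0.12 ± 0.11, 0.093 ± 0.11 and 0.063 ± 0.11 at 0.5, 1, 2 and 6 hpd (adjusted p of 0.99, 0.62, 0.66 and 0.74), of which the last pair turned to -0.020 and -0.029 with total counts and to -0.013 and -0.025 without NT replicate 1, and the first pair to 0.11 and 0.015 without NT replicate 2 (0.5 hpd also to 0.066 without 0.5 hpd replicate 1). Depletion acts on the protein, which was not measured here. Klf2 (chromosome 8, 72318948 to 72329182, plus strand) had 78.0 ± 1.6 CPM (SD, n = 2) in NT and 12.9 ± 0.87 at 0.5 hpd, a log2 fold change of -2.58 ± 0.13 (adjusted p 1.3e-07). It had 6.87 ± 0.59 CPM at 1 hpd, 6.05 ± 1.1 at 2 hpd and 6.51 ± 0.23 at 6 hpd, where the log2 fold change was -3.58 ± 0.14 (adjusted p 1.3e-09). The TU of Platr11, a non-coding RNA, lies at 118392979 to 118406147 on the minus strand of chromosome 9 and covers the annotated gene only in part. It fell from 18.1 ± 1.5 CPM in NT to 3.63 ± 0.062 at 0.5 hpd and 0.421 ± 0.10 at 6 hpd, with log2 fold changes of -2.31 ± 0.18 (adjusted p 1.9e-05) and -5.42 ± 0.26 (adjusted p 5.9e-09). Ctgf, now named Ccn2 (chromosome 10, 24595519 to 24600223, plus strand), had a mean of 82.8 fragments per library and fell by 1.098 ± 0.20 on the log2 scale at 2 hpd (adjusted p 0.0022), and was not called at 0.5 hpd. Its calls at 1 hpd (-0.73 ± 0.19, adjusted p 0.038) and 6 hpd (-0.80 ± 0.20, adjusted p 0.013) were both missing with DESeq2 (-0.71 and -0.77). The call at 1 hpd was lost without NT replicate 1 (-0.75), NT replicate 2 (-0.69), 0.5 hpd replicate 2 (-0.71), 1 hpd replicate 1 (-0.83) or 1 hpd replicate 2 (-0.64), and that at 6 hpd without NT replicate 2 (-0.75) or 6 hpd replicate 2 (-0.63).

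Among TUs with a gene symbol, those with the smallest p in each direction were taken at 0.5, 1 and 6 hpd. At 0.5 hpd the strongest increases were in Slc28a3 (chromosome 13, 58542207 to 58610866, minus strand), from 12.9 ± 0.70 to 29.1 ± 3.1 CPM, Zc3h12a (chromosome 4, 125115624 to 125127920, minus strand), from 18.2 ± 2.9 to 44.0 ± 5.2 CPM, and Icam1 (chromosome 9, 21014715 to 21041136, plus strand), from 69.1 ± 0.73 to 126 ± 6.4 CPM (SD, n = 2). Their log2 fold changes were 1.16 ± 0.13, 1.26 ± 0.14 and 0.87 ± 0.10, each with an adjusted p of 4.0e-04. The strongest decreases were in Klf2, Platr11 and Gm33006, whose TU (chromosome 17, 79648027 to 79654263, minus strand) overlaps the annotated gene in part. Gm33006 went from 99 and 112 fragments in the NT libraries to 14 and 7 at 0.5 hpd, a log2 fold change of -3.69 ± 0.29 (adjusted p 1.9e-05). At 1 hpd the increases were led by Slc28a3 (1.58 ± 0.13), Rasa4 (chromosome 5, 136083951 to 136116679, plus strand; 1.20 ± 0.11) and Hmgcs1, with adjusted p of 4.0e-06, 7.0e-06 and 1.3e-05. The decreases were led by Klf2, Aoah (chromosome 13, 20936410 to 21031234, plus strand) and 2500002B13Rik (chromosome 8, 57488044 to 57511831, plus strand), with log2 fold changes of -3.50 ± 0.14, -2.73 ± 0.11 and -2.67 ± 0.15. The TU of Aoah covers the annotated gene (20794103 to 21036617) only in part, and that of Klf2 runs past its annotated end at 72321654. Bounds of other named TUs differ from the annotation as well. At 6 hpd Nell1 (chromosome 7, 49975699 to 50473133, plus strand) rose from 6.62 ± 0.61 to 59.0 ± 13 CPM, Runx2 (chromosome 17, 44602852 to 44735116, minus strand) from 5.40 ± 0.79 to 43.1 ± 7.9 CPM and Ptprm (chromosome 17, 66692430 to 67354162, minus strand) from 91.6 ± 3.7 to 275 ± 43 CPM, with log2 fold changes of 3.16 ± 0.19, 3.00 ± 0.20 and 1.59 ± 0.12. Their TUs cover the annotated genes only in part, that of Runx2 within 44495987 to 44814797. The decreases were led by Aoah, which went from 142 ± 3.7 to 8.86 ± 0.81 CPM, Klf2, and Gm36038 (chromosome 2, 172576916 to 172624654, plus strand), which went from 169 ± 2.2 to 25.5 ± 4.0 CPM, a log2 fold change of -2.73 ± 0.12. Each of these TUs kept its direction and its call at the time named with DESeq2, RLE factors and total counts, and without any single library, apart from the calls of Hmgcs1 at 0.5 hpd given beside the cholesterol list.

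**Figure D2:**
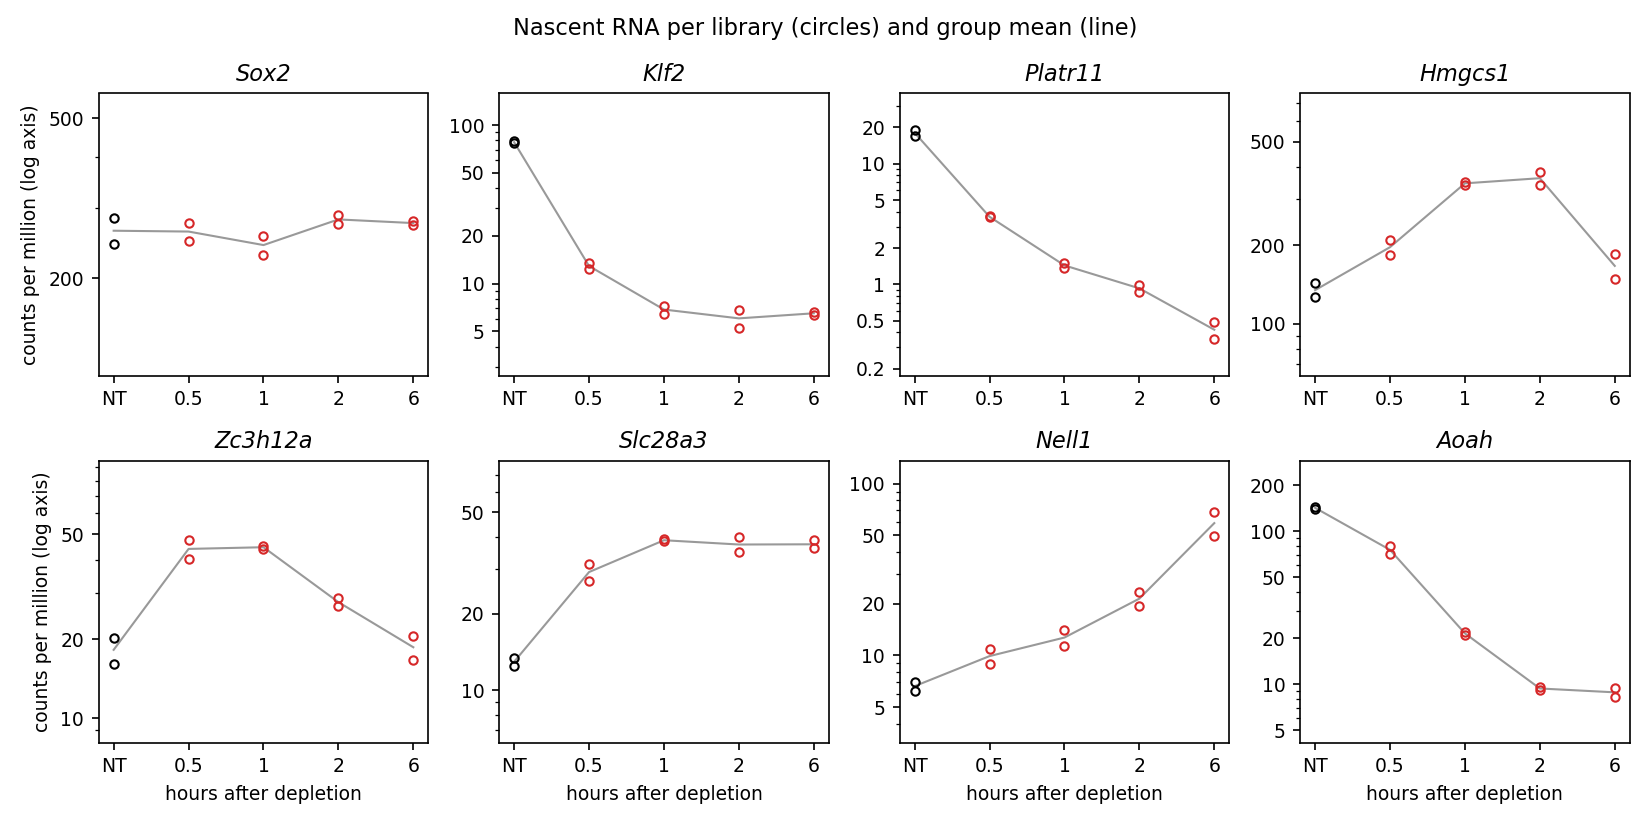
CPM (log axis) of 8 TUs in each library (circles, black for NT, cells given DMSO, and red for depleted cells) and the group mean (grey line) against hours after depletion. Klf2 fell from 78.0 to 12.9 CPM within 0.5 h and Aoah from 142 to 75.6, Zc3h12a rose to 44.6 CPM at 1 h and was at 18.6 at 6 h, and Nell1 rose to 59.0 CPM at 6 h.

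The study found cholesterol biosynthesis enriched among early increases in these same libraries, so a list of pathway genes is no independent evidence. At 0.5 h it reported no enriched pathway, with an overrepresentation test of called genes in place of camera. All 24 genes of the list were tested, and their median log2 fold change was 0.29 at 0.5 hpd, 0.70 at 1 hpd, 0.81 at 2 hpd and 0.088 at 6 hpd (camera, adjusted p of 3.1e-09, 8.5e-33, 4.0e-33 and 0.22 over 16 tests, with 20, 21, 22 and 15 genes above 0). Called up over all TUs were 1, 19, 19 and 0 of them, and adjusted over the list alone 8, 19, 20 and 0, with 1 gene called down at 6 hpd either way. Without NT replicate 2 the median at 0.5 hpd was 0.13. At 6 hpd it was -0.013 without NT replicate 2 and -0.012 without 6 hpd replicate 1, and the list was called up without NT replicate 1 (0.26) and without 6 hpd replicate 2 (0.18). Hmgcs1 (chromosome 13, 119690409 to 119723064, plus strand) had 135 ± 12 CPM (SD, n = 2) in NT, 346 ± 5.6 at 1 hpd, 362 ± 29 at 2 hpd and 167 ± 26 at 6 hpd. Its log2 fold change was 1.36 ± 0.13 at 1 hpd (adjusted p 1.3e-05) and 0.31 ± 0.13 at 6 hpd (adjusted p 0.11). With the replicate number as a block, Hmgcs1 was called up at 6 hpd (0.30, adjusted p 0.024). Its call at 0.5 hpd (0.55 ± 0.13, adjusted p 0.045) was lost with RLE factors (0.55) and without NT replicate 1 (0.64), NT replicate 2 (0.47), 0.5 hpd replicate 1 (0.44), 0.5 hpd replicate 2 (0.66), 1 hpd replicate 1 (0.55) or 1 hpd replicate 2 (0.55). A list of 13 sterol-responsive genes outside the pathway, not chosen on these libraries, had medians of 0.22, 0.48, 0.62 and 0.23 (adjusted p of 4.5e-05, 1.1e-12, 3.5e-16 and 0.11, with 11, 12, 12 and 9 genes above 0). Called up over all TUs were 0, 9, 11 and 4, and adjusted over the list alone 0, 11, 11 and 5, again with 1 gene down at 6 hpd. At 6 hpd this list was called up without NT replicate 1 (0.24) and without 6 hpd replicate 2 (0.28). Without 6 hpd replicate 1, this list had a median of 0.052 at 6 hpd. In it Insig1 (chromosome 5, 28071370 to 28088665, plus strand) had the smallest p at 1 hpd, with a log2 fold change of 0.91 ± 0.12 (adjusted p 2.2e-04).

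Whether transcription of pluripotency genes depends on SOX2 was asked with a list of 27 genes, all tested. Their medians were -0.24, -0.41, -0.41 and -0.63 at 0.5, 1, 2 and 6 hpd (adjusted p of 7.1e-18, 3.3e-22, 1.6e-18 and 4.2e-24), and 4, 5, 6 and 2 genes lay above 0. Called down over all TUs were 5, 12, 15 and 20 and up 0, 1, 1 and 1, and adjusted over the list alone 11, 18, 19 and 21 down and 2, 2, 1 and 1 up. Klf2 had the smallest p at 1 hpd. A list of 16 immediate early genes served to look for a response to handling, and 10 of them were tested. The medians were 0.53, 0.63, 0.24 and -0.052 (adjusted p of 2.2e-05, 3.3e-04, 0.0095 and 0.91), with 7, 6, 6 and 5 of the 10 genes above 0. At 6 hpd the median lay below 0 while the mean was 0.016 and the test pointed up, and the median was 0.11 without NT replicate 2 and 0.062 without 6 hpd replicate 1. At 0.5 hpd the median was 0.34 without 0.5 hpd replicate 2. At 2 hpd it was 0.15 and 0.38 without NT replicates 1 and 2, 0.37 without 2 hpd replicate 1, and 0.082 without 2 hpd replicate 2, where the list was not called. Called up over all TUs were 3, 3, 4 and 3 and down 0, 0, 1 and 3, and adjusted over the list alone 4, 6, 4 and 3 up and 0, 0, 1 and 4 down. Atf3 (chromosome 1, 191167090 to 191186490, minus strand) had the smallest p at 1 hpd, with a log2 fold change of 1.16 ± 0.14 (adjusted p 1.3e-04), and stayed up at 2 hpd (1.59) and 6 hpd (1.33). With fry in place of camera, the calls of the cholesterol and sterol-responsive lists at 0.5 hpd were lost and the other calls held. With the correlation between genes estimated, the calls of the cholesterol list at 1 and 2 hpd, of the sterol-responsive list at 2 hpd and of the pluripotency list at all 4 times held, and those of the immediate early genes did not. The calls that held were much weaker. Camera's adjusted p went from 8.5e-33 to 0.032 for the cholesterol list at 1 hpd, and from 7.1e-18 to 0.041 for the pluripotency list at 0.5 hpd.

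**Figure D3:**
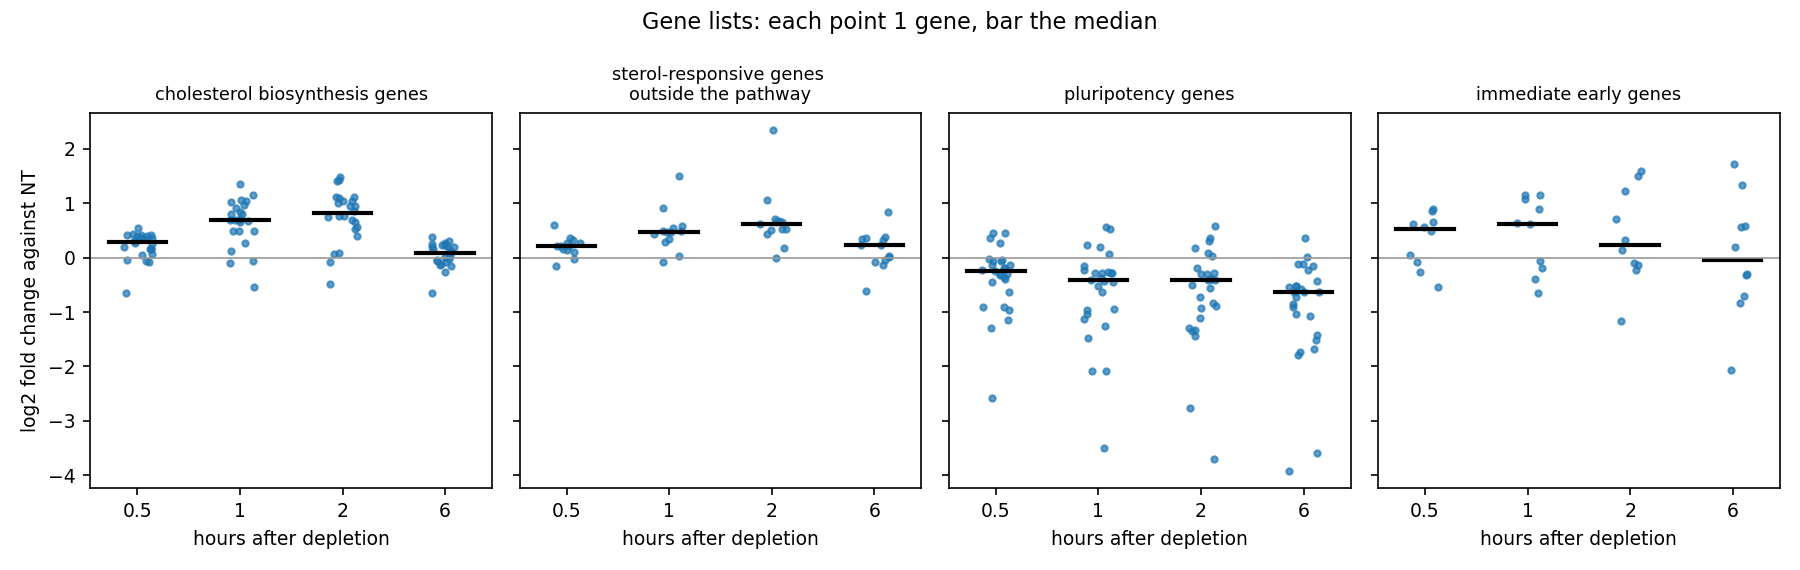
Log2 fold change against NT (cells given DMSO) of each gene (points, spread sideways at random) of 4 lists, with the median as a bar, at 0.5, 1, 2 and 6 h after depletion. The cholesterol list had its highest median, 0.81, at 2 h and was at 0.088 at 6 h, while the pluripotency list was lowest, -0.63, at 6 h.

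The study associated the rise of Suv39h1 with the fall of an antisense transcript and saw a similar trend at Top1. From these it proposed that control of antisense transcripts by SOX2 may be a way to repress protein-coding genes. Suv39h1 (chromosome X, 8049887 to 8074603, minus strand) is overlapped by transcribed-unit_39480 (8048533 to 8079798, plus strand), which fell by 1.099 ± 0.12 on the log2 scale at 0.5 hpd (adjusted p 4.0e-04) and by 2.85 ± 0.13 at 6 hpd (adjusted p 5.2e-09). Suv39h1 had log2 fold changes of 0.076 ± 0.10, 0.44 ± 0.10, 0.43 ± 0.10 and 0.52 ± 0.10 at 0.5, 1, 2 and 6 hpd (adjusted p of 0.91, 0.016, 0.013 and 0.0024). Its call at 1 hpd was lost without NT replicate 2 (0.39), 1 hpd replicate 1 (0.42) or 1 hpd replicate 2 (0.46), and its call at 2 hpd with total counts (0.31) and without NT replicate 2 (0.36) or 2 hpd replicate 1 (0.40). Top1 (chromosome 2, 160645886 to 160729938, plus strand) is overlapped at its start by transcribed-unit_5226 (160637513 to 160656258, minus strand), which fell from 63.2 ± 2.7 CPM in NT to 10.3 ± 1.2 at 0.5 hpd and 0.666 ± 0.047 at 6 hpd (SD, n = 2), with log2 fold changes of -2.60 ± 0.14 and -6.55 ± 0.21. The log2 fold changes of Top1 were 0.14 ± 0.15, 0.40 ± 0.15, 0.59 ± 0.15 and 0.49 ± 0.15 (adjusted p of 0.88, 0.17, 0.023 and 0.042). Its first value was -0.035 without 0.5 hpd replicate 1. With the replicate number as a block, Top1 was also called at 1 hpd (0.40, adjusted p 0.018). It was called at 1 hpd without 2 hpd replicate 1 (0.40) or replicate 2 (0.42). Its call at 2 hpd was lost without NT replicate 1 (0.68), NT replicate 2 (0.50) or 2 hpd replicate 1 (0.32), and its call at 6 hpd without NT replicate 1 (0.60), NT replicate 2 (0.42), either 1 hpd library (0.49) or 6 hpd replicates 1 (0.49) and 2 (0.50). Another unit, transcribed-unit_5227 (160721102 to 160730986, minus strand), overlaps the end of Top1 and had a mean of 10 fragments per library. It was not called at any time, at an SE of 0.53 to 0.59.

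**Figure D4:**
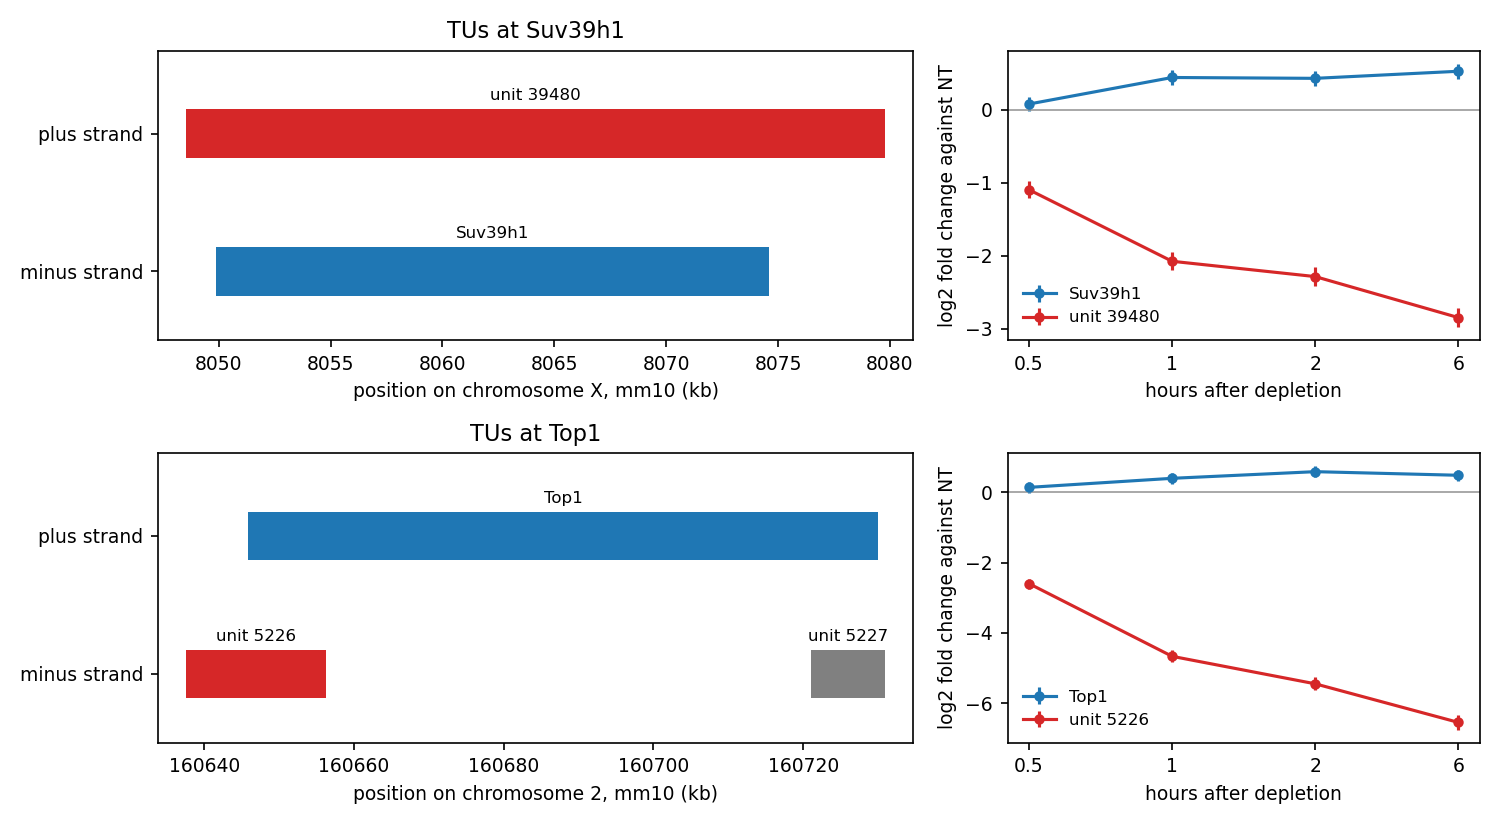
Positions of the TUs at Suv39h1 and Top1 on both strands (left; kb on mm10, blue for the gene and red or grey for opposite-strand units) and their log2 fold change ± SE against NT (right; cells given DMSO) at 0.5, 1, 2 and 6 h. At 6 h the opposite-strand units were at -2.85 (transcribed-unit_39480) and -6.55 (transcribed-unit_5226), and the genes at 0.52 and 0.49.

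Across 7038 pairs of TUs that overlap on opposite strands, log2 fold changes correlated positively, with Spearman's rho of 0.26, 0.23, 0.25 and 0.28 at 0.5, 1, 2 and 6 hpd (permutation p and adjusted p of 1e-05 each, the smallest that 100000 permutations give; 4 tests). The relation is across TUs, which are not independent replicates. With pairs that overlap by at least 50% of the shorter TU, rho at 6 hpd was 0.21. Among 3493 genes with an antisense TU, genes opposite a TU called down were called up in 0 of 30 cases at 0.5 hpd, 2 of 130 (1.54%) at 1 hpd, 9 of 208 (4.33%) at 2 hpd and 22 of 340 (6.47%) at 6 hpd. The other genes were called up in 1.47%, 5.59%, 9.95% and 14.2% of cases (Fisher's exact test, two-sided, p of 1, 0.046, 0.0051 and 2.5e-05, adjusted p of 1, 0.062, 0.010 and 1.0e-04). Genes opposite a fallen TU were themselves called down in 16.7%, 35.4%, 31.7% and 34.1% of cases, against 1.04%, 3.93%, 5.24% and 7.14% of the others.

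TUs with and without a gene symbol were compared because nascent RNA also covers non-genic transcripts. The share called down was 0.81% with and 0.76% without a symbol at 0.5 hpd, 3.57% and 3.65% at 1 hpd, 5.34% and 5.82% at 2 hpd, and 7.75% and 10.8% at 6 hpd, and only the last pair differed (Fisher's exact test, two-sided, odds ratio 0.69, adjusted p 8.4e-19 over 8 tests). With a mean of at least 50 counts, the odds ratio at 0.5 hpd was 0.75 in place of 1.07, and decreases were more frequent without a symbol at 1 hpd (0.67) and 2 hpd (0.63) as well. DESeq2 called them more often without a symbol at 1 hpd (0.81) and 2 hpd (0.87). The share called up was 0.83%, 3.55%, 6.88% and 10.4% with a symbol and 0.19%, 0.59%, 1.34% and 2.41% without (odds ratios of 4.52, 6.23, 5.42 and 4.69). With a mean of at least 50 counts, these odds ratios were 2.25, 2.90, 2.18 and 2.01. The classes differ in depth, with a median over TUs of 353 fragments per library for TUs of single genes and 17.2 for extragenic TUs. This may limit how well increases can be detected in the latter, which was not tested. At 6 hpd, 203 extragenic TUs were called up and 924 down.

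To ask whether long TUs respond later than short ones, the 2618 TUs called down at 6 hpd were examined by length. Across these TUs, length correlated with log2 fold change at a Spearman's rho of 0.29 at 0.5 hpd and 0.43 at 6 hpd (permutation p of 1e-05 each, the smallest possible), longer TUs falling less at both times. The difference between the correlations was -0.15, with a 95% bootstrap interval over TUs of -0.18 to -0.11. With a mean of at least 50 counts, the correlations were 0.075 and 0.12, and the interval for their difference of -0.041 ran from -0.095 to 0.014 and included 0. From the shortest to the longest quartile, 3.06%, 7.02%, 12.7% and 10.7% of the TUs were already called down at 0.5 hpd.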

Values the study reported

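The study reported significant changes in many transcripts as early as 30 min after SOX2 depletion began. For Klf2, it measured by qPCR a drop of about 45% when the SOX2 motif in an element 15 kb downstream was mutated, and of about 85% when that element was disrupted.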

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

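Of the tests in this part, those of the stress lists and of scaling were chosen after the result was seen. The results below stand out because the same change against NT differed between 1 and 6 hpd when that difference was itself tested.

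All 4 gene lists were lower at 6 than at 1 hpd. The median log2 difference was -0.62 for cholesterol biosynthesis genes (adjusted p 7.2e-27), -0.39 for sterol-responsive genes outside the pathway (4.5e-07), -0.21 for pluripotency genes (5.6e-05) and -0.42 for immediate early genes (3.0e-04). The value of the sterol-responsive list was -0.22 without 6 hpd replicate 2, still called. Under fry and without any single library, each list kept its direction and its call. With an estimated correlation between genes, the call held for the cholesterol list alone. Scaling shifts all TUs of a library alike, and camera compares a list with the other TUs. The list nearest to the median of all TUs lay 0.21 below it (-0.21, pluripotency), which argues against scaling as the whole cause. The rise of the cholesterol list came with a rise of sterol-responsive genes outside the pathway (median 0.48 at 1 hpd). A sterol response of the whole programme would give both rises. With camera and an estimated correlation, the sterol-responsive list was not called at 1 hpd (adjusted p 0.060) but was at 2 hpd (0.041). This list was not picked on these libraries, although some of its genes share regulators with the pathway. Immediate early genes also rose (median 0.63 at 1 hpd), so handling or a change of medium may have contributed. That test rests on 10 of 16 genes, of which 6 lay above 0, and it was not called with an estimated correlation. Not all rises were brief: Atf3 was at 1.16, 1.59 and 1.33 and Jun, at a mean of 15.2 fragments, at 1.09 (not called), 1.49 and 1.72 at 1, 2 and 6 hpd, which a brief response to handling does not account for. According to the study's methods, the medium was refreshed before treatment and DMSO was given side by side with dTAG-13. Depletions began at different times before a joint harvest, and which of these starts NT shared is not stated. No untagged cells given dTAG-13 are among these libraries, so handling, the compound and loss of SOX2 all stay open for the early rise. Loss of SOX2, the difference the design names, stays among the open explanations as untested.

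In total 148 TUs rose by 1 hpd and were lower at 6 than at 1 hpd. The count was 39 without 1 hpd replicate 2, 54 without 1 hpd replicate 1, 73 without NT replicate 2, 75 without 6 hpd replicate 2 and 94 without 6 hpd replicate 1, while simulated unchanged groups gave 0. Zc3h12a and Icam1 led the early increases, which prompted 3 lists of stress genes. NF-kB targets, without these 2 genes, had a median log2 fold change of 0.19 at 0.5 hpd (12 of 15 genes tested, adjusted p 0.10). Amino acid stress genes were at -0.27 at 0.5 hpd (13 of 14 genes, adjusted p 7.0e-04), a fall that was not called with fry or an estimated correlation, and heat shock genes were at 0.035 (12 of 12 genes, adjusted p 0.53). At 1 hpd the medians were 0.17 for NF-kB targets, -0.17 for amino acid stress genes and 0.070 for heat shock genes (camera, adjusted p of 0.25, 0.25 and 0.39). The lists thus gave no called rise at 0.5 or 1 hpd, but the NF-kB list left out the genes that prompted it. For these 148 TUs, a stress response to handling therefore cannot be told apart from an effect of depletion.

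Among named TUs, the difference of 6 against 1 hpd was negative for Hmgcs1 (-1.05, adjusted p 1.8e-04), Insig1 (-0.69, 0.0026), Zc3h12a (-1.27, 8.4e-05), Icam1 (-0.83, 1.6e-04) and Rasa4 (-1.02, 4.2e-05), which had risen at 1 hpd. It was also negative for Platr11 (-1.77, 0.0074), Aoah (-1.27, 2.9e-05), Gm36038 (-1.41, 8.8e-06), transcribed-unit_39480 (-0.77, 0.0040) and transcribed-unit_5226 (-1.88, 0.0012), which fell further. It was positive for Nell1 (2.21, 6.0e-06), Runx2 (1.93, 1.9e-05) and Ptprm (1.22, 2.4e-05), which rose further. The call was lost for Platr11 without 1 hpd replicate 1 (-1.70) or 6 hpd replicate 2 (-1.53), for Insig1 without 6 hpd replicate 2 (-0.52), and for transcribed-unit_39480 without 1 hpd replicate 2 (-0.72) or 6 hpd replicate 1 (-0.62). Scaling shifts all TUs of a library alike, whereas among all tested TUs 558 were called higher and 831 lower at 6 hpd, which argues against scaling as the whole cause. RLE factors and total counts hardly differed from TMM for this comparison and decided nothing, and without a spike-in a shift common to all TUs stays open. A TU that falls further by 6 hpd may reflect the time that SOX2 and labelled transcripts need to disappear, or later, indirect effects, and neither was tested. Depth limits Platr11 and transcribed-unit_5226, which were at 0.421 and 0.666 CPM at 6 hpd.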

How the results depend on the processing

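All alternatives in this part were planned, and no test was chosen after its result was seen. Where leaving out a library left 1 sample in a group, the fit pooled the spread over groups and the lone sample was assumed to vary like the others. For the changes given here the cause was not tested, except where fewer TUs or libraries entered by construction.

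With the replicate number as a block, more TUs were called, with 524 increases and 596 decreases at 0.5 hpd, 1441 and 1747 at 1 hpd, 2713 and 2733 at 2 hpd, and 3394 and 4036 at 6 hpd, with 244, 270 and 1005 TUs between successive time points, 322 transient increases and 7028 TUs changed at any time. These calls contained all 374, 1637, 2798 and 4498 calls made without the block. Top1 at 1 hpd (0.40) and Hmgcs1 at 6 hpd (0.30) were called with the block and not without it. The labels do not say that replicates of the same number were handled together. Deviations of replicate 1 from the group mean correlated between groups at r of 0.074 to 0.29. All 10 pairs of groups were above 0, and 8 of them above 0.1. An effect shared by replicates of the same number thus stays possible. The fit without the block, fixed before the data were examined, was kept for the tests elsewhere. With only the libraries compared, 1751 TUs were up and 1264 down at 1 hpd and 2781 up and 2741 down at 6 hpd, which reversed the excess of decreases at both times, 62 differed between 0.5 and 1 hpd and 286 rose transiently. DESeq2 called 1056 decreases at 2 hpd and 1719 at 6 hpd, and 66 and 104 TUs between 0.5 and 1 hpd and between 1 and 2 hpd. With RLE factors, total counts, no count filter or a mean of at least 50 counts, every count of calls stayed within 1.5 times of that reported.

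Without 1 library, increases ranged from 21 to 221 at 0.5 hpd, 208 to 963 at 1 hpd, 387 to 2065 at 2 hpd and 764 to 2589 at 6 hpd, and decreases from 63 to 286, 423 to 1142, 796 to 1654 and 1226 to 2864. TUs that differed between successive time points ranged from 2 to 63, 11 to 72 and 75 to 235, transient increases from 39 to 190 and TUs changed at any time from 2215 to 4603. The lowest values came without NT replicate 2 for all 4 counts of increases.

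The lists kept their direction and call with RLE factors, total counts and the block. With fry, the calls at 0.5 hpd of the cholesterol list (median 0.29) and the sterol-responsive list (0.22) were lost. With an estimated correlation, these were lost too, with those of the sterol-responsive list at 1 hpd (0.48) and of the immediate early genes at 0.5, 1 and 2 hpd (0.53, 0.63 and 0.24). Both alternatives leave the medians as they are and change the test alone. Without 1 library, the medians at 6 hpd ranged from -0.013 to 0.26 (cholesterol), 0.052 to 0.28 (sterol-responsive) and -0.12 to 0.11 (immediate early genes), and that of the immediate early genes at 2 hpd from 0.082 to 0.38. The pluripotency list kept its direction and call without any single library.

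With total counts, the log2 fold change of Sox2 was -0.020 at 2 hpd and -0.029 at 6 hpd. Without 1 library it ranged from -0.11 to 0.11, -0.21 to 0.015, -0.013 to 0.21 and -0.025 to 0.20 at 0.5, 1, 2 and 6 hpd. Top1 at 0.5 hpd ranged from -0.035 to 0.31, and transcribed-unit_5227, at a mean of 10 fragments per library, from -0.18 to 1.27, -0.15 to 1.29, -1.23 to 0.37 and -0.40 to 1.05. None of these was called. Of 220 values of named TUs under the other alternatives, 212 kept their direction and their side of the threshold, as did 509 of 550 without 1 library.

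For decreases in TUs with a gene symbol against those without, the odds ratio was 0.75 at 0.5 hpd, 0.67 at 1 hpd and 0.63 at 2 hpd with a mean of at least 50 counts, which removes TUs of low counts, and 0.81 at 1 hpd and 0.87 at 2 hpd with DESeq2, the last 4 past the threshold. The correlations of opposite-strand pairs and of length kept their direction and call under the alternatives run for them, as did the odds ratios for increases.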

Other observations

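No test in this part was chosen after its result was seen.

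Genes opposite a falling antisense TU were examined for release from antisense transcription. If such release outweighed changes shared by paired TUs, their fold changes would correlate negatively. Instead they correlated positively at 1 hpd (Spearman's rho 0.23 over 7038 pairs), and genes opposite a fallen TU were not called up more often than other genes. They were called up less often at 2 and 6 hpd (adjusted p of 0.010 and 1.0e-04), while at 0.5 and 1 hpd no difference was called (1 and 0.062). Across pairs, a rise opposite a falling TU was thus not the prevailing pattern. Genes opposite a fallen TU were called down in 34.1% of cases at 6 hpd, against 7.14% of the others. Pairs whose TUs fall together were not set apart and could hide release, so the test cannot exclude it. Single pairs such as Suv39h1 and Top1 stay open as well. Fragments assigned to the wrong strand would give a positive correlation mainly where 1 TU of a pair is far smaller than the other. The correlation was 0.39 at 1 hpd among 2695 pairs whose smaller TU had at least 20% of the counts of the larger, and 0.0024 among 1631 pairs in which it had under 2%, which argues against wrong strands as the whole source. At 0.5 hpd these correlations were 0.32 and 0.14, the latter above 0 (permutation p of 1e-04, the smallest that 10000 permutations give), so a contribution of wrong strands at that time stays open. A biological explanation for the positive correlation was not tested.

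Extragenic TUs that fell lay near genes that fell. Among 1615 extragenic TUs with a mean of at least 50 counts, the nearest gene was called down at 1 hpd for 22 of 108 TUs called down (20.4%) and for 2.85% of the others (odds ratio 8.71, Fisher's exact test, two-sided, adjusted p 8.1e-11 over 12 tests). Read-through past the end of a gene would leave no excess among TUs on the opposite strand or upstream, where the odds ratio was 6.60 (adjusted p 1.0e-06), so it is unlikely to be the whole cause. Downstream on the same strand, the odds ratio was 20.7 (7 of 24 TUs, adjusted p 4.1e-06), so read-through may add to the excess there. The difference between these odds ratios was not tested. Shared regulation of neighbouring transcripts is a candidate explanation. Extragenic TUs are not independent of each other, and chromosomal regions were not modelled.

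Among TUs called down at 6 hpd, a delay from polymerases already elongating predicts that length matters more at 0.5 hpd than at 6 hpd. The difference of the correlations was -0.15, the opposite sign, but with a mean of at least 50 counts it was -0.041, with a bootstrap interval of -0.095 to 0.014. TUs called down at 2 hpd gave correlations of 0.46 at 0.5 hpd and 0.43 at 6 hpd, with a bootstrap interval for the difference of -0.011 to 0.081. Choosing TUs by their call ties length to counts and to the size of the fall, because long TUs hold more fragments and are called at smaller changes, so a delay cannot be told apart from this selection here.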
